# Identification of Epigenetic Mechanisms Involved in the Anti-Asthmatic Effects of *Descurainia sophia* Seed Extract Based on a Multi-Omics Approach

**DOI:** 10.3390/molecules23112879

**Published:** 2018-11-05

**Authors:** Su-Jin Baek, Jin Mi Chun, Tae-Wook Kang, Yun-Soo Seo, Sung-Bae Kim, Boseok Seong, Yunji Jang, Ga-Hee Shin, Chul Kim

**Keywords:** *Descurainia sophia* (*D. sophia*) seeds, ovalbumin-induced mouse, asthma, DNA methylation

## Abstract

Asthma, a heterogeneous disease of the airways, is common around the world, but little is known about the molecular mechanisms underlying the interactions between DNA methylation and gene expression in relation to this disease. The seeds of *Descurainia sophia* are traditionally used to treat coughs, asthma and edema, but their effects on asthma have not been investigated by multi-omics analysis. We undertook this study to assess the epigenetic effects of ethanol extract of *D. sophia* seeds (DSE) in an ovalbumin (OVA)-induced mouse model of asthma. We profiled genome-wide DNA methylation by Methyl-seq and characterized the transcriptome by RNA-seq in mouse lung tissue under three conditions: saline control, OVA-induced, and DSE-treated. In total, 1995 differentially methylated regions (DMRs) were identified in association with anti-asthmatic effects, most in promoter and coding regions. Among them, 25 DMRs were negatively correlated with the expression of the corresponding 18 genes. These genes were related to development of the lung, respiratory tube and respiratory system. Our findings provide insights into the anti-asthmatic effects of *D. sophia* seeds and reveal the epigenetic targets of anti-inflammatory processes in mice.

## 1. Introduction

Asthma is a chronic inflammatory and multi-causal disease determined by various genetic, epigenetic and environmental factors [1,2]. In recent years, epigenetic marks have emerged as a potential mechanism for asthma [3,4,5,6], and have been shown to regulate many immune cell processes involved in the disease. In addition, several epigenomics and transcriptomics studies have identified DNA methylation as a biomarker for asthma [7,8,9].

Dietary phytochemicals are not only a rich source of minerals, vitamins and micronutrients, but also contain bioactive components such as phenols, phenolic acids, flavonoids and flavonoid glycosides. These bioactive compounds exhibit great potential against many diseases [10,11], including asthma [12]. *Descurainia sophia* Webb ex Prantl, which contains several such bioactive compounds [13,14], is one of the original species of *Descurainia Sophia* (L.) Webb ex Prantl [15]. The seeds of this plant have been used traditionally to treat diseases and symptoms such as cough, asthma and edema [16,17].

Although *D. sophia* seeds have not been extensively investigated, recent studies have revealed the major active components and their effects. For instance, ethanol extract and volatile oil of *D. sophia* seeds inhibit the growth of various cancer cell lines in vitro [16,18,19]. Several constituents isolated from these seeds exert cytotoxic and anti-inflammatory effects on both human cancer cell lines and murine macrophages [17]. Based on their potential therapeutic effects, these components are predicted to be useful in the treatment of allergies and inflammatory lung diseases. Although the anti-asthmatic effects of *D. sophia* seeds have been partially characterized, to date no study has taken an integrated multi-omics approach to investigate the therapeutic mechanisms underlying their target pathways in asthma. To obtain insight into the epigenetic mechanisms of the anti-asthmatic effects of *D. sophia* seed extract (DSE) in an ovalbumin (OVA)-induced mouse model of asthma, we performed Methyl-seq and RNA-seq to profile genome-wide DNA methylation and gene expression, respectively. In addition, we performed an integrated analysis using epigenomic and transcriptomic data sets (Figure S1). The resultant integrated network of DNA methylation and expression revealed epigenetically regulated genes associated with anti-asthmatic effects.

## 2. Results

### 2.1. DSE Treatment Reduces Asthmatic Inflammation in an OVA-Induced Mouse Model

We collected samples from mice subjected to three treatments: saline (control, *n* = 3), OVA (asthma-induced mice; *n* = 3) and DSE (herbal treatment; *n* = 4) (Figure S2). To evaluate the anti-asthmatic effects of DSE, we monitored the phenotypes of allergic lung inflammation, including histopathological features, the number of infiltrated cells and cytokine expression. First, to evaluate the effects of DSE on lung inflammation in asthma, we sectioned the lungs and stained the sections with hematoxylin–eosin (H&E). Infiltration of immune cells around blood vessels was higher in OVA-induced mice than in saline-treated mice, but lower in DSE-treated mice (Figure 1A). Next, to confirm that DSE inhibits inflammatory cell infiltration, we counted inflammatory cells, including eosinophils, neutrophils and macrophages, in bronchoalveolar lavage fluid (BALF). In OVA-induced mice, both total inflammatory cells and individual categories of cells (eosinophils, neutrophils and macrophages) were more abundant than in the saline control group, whereas DSE-treated mice had significantly fewer inflammatory cells than untreated asthmatic mice (Figure 1B–E). Furthermore, the levels of interleukin (IL)-4 were significantly elevated in asthmatic mice, but significantly reduced in DSE-treated mice (Figure 1F). *IL-4*, a type 2 cytokine, plays a key role in the pathogenesis of allergic asthma [20], and *IL-4* levels are a major marker of type 2 helper T cells and allergic inflammation. These results confirmed that DSE inhibited OVA-induced allergic lung inflammation by decreasing inflammatory cell infiltration and production of the Th2 cytokine *IL-4* in the lung.

### 2.2. Methyl-Seq Reveals Distinctive DNA Methylation Changes among Saline-Treated, OVA-Induced and DSE-Treated Mice

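Lung DNA of 10 female BALB/c mice was profiled by SureSelect Methyl-seq, in which RNA probes capture selected genomic regions and bisulfite treatment then converts unmethylated cytosines, so that methylated and unmethylated CpGs can be told apart in the reads. The libraries came from 3 mice given saline, 3 mice sensitized with 50 µg and challenged with 25 µg of ovalbumin (OVA), and 4 OVA-induced mice given 200 mg/kg of DSE by mouth. The authors trimmed the reads with Cutadapt 1.13, mapped them to the mouse genome mm10 (GRCm38) with Bismark 0.17.0 and, with methylKit 1.6.0, added up the methylated and unmethylated CpG calls in windows of 1000 bp with a step of 500 bp. The deposited counts cover 446336 windows, each with at least 10 calls in every mouse, and are not normalized. Total calls per mouse ranged from 306656737 to 410836272, with a median of 343134808 in saline, 372810794 in OVA-induced and 378757468 in DSE-treated mice; because neighbouring windows overlap, most calls are counted in 2 windows. At 20 calls and 50% methylation the 95% Wilson interval of a window runs from 29.9% to 70.1%, and at 408 calls, about the depth of the middle window, from 45.2% to 54.8%. These intervals cover counting error only, since several calls can come from 1 molecule. For the values given here, the calls of a mouse in a window were used when there were at least 20, and a window was tested when at least 2 mice of each group had that many. Groups were compared by a likelihood ratio test in a logistic model of the pooled calls, which treats every call as independent and leaves out the spread between mice. A window was counted as a DMR at a Benjamini-Hochberg adjusted p under 0.01 and a difference of at least 10 percentage points between the pooled methylation of the groups, the thresholds of the paper on these 2 values. Its requirement of at least 2 CpGs was not applied, and 1060 windows have fewer; without them, a setting added after the data were seen, OVA vs. saline had 20686 hyper and 11148 hypo methylated DMRs in place of 20724 and 11167. This test was used because the p-values listed in Tables S1 and S2 are those of a logistic model without a term for overdispersion. The coverages listed there look scaled between mice, whereas the calls tested here were not scaled. The treatment of the spread between mice, the threshold on the difference and the use of overlapping windows are the choices that changed the counts most.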

We performed DNA methylome profiling in samples from the same animals to identify differentially methylated regions (DMRs) among the three groups. For all CpGs with a minimum read depth 20, as determined by Methyl-seq, we observed a bimodal distribution of DNA methylation (Figures S3 and S4). 

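The deposited counts give methylation per window, not per CpG, so the distribution was taken over the windows with at least 20 calls in a mouse. Under 20% methylation lay 21.9% ± 0.348 (SD, n = 3 mice) of the windows in saline, 21.1% of those in OVA-induced and 20.4% of those in DSE-treated mice on average. Methylation over 80% was seen in 23.1% ± 0.272 (SD, n = 3) of the windows in saline, 24.5% in OVA-induced and 23.6% in DSE-treated mice. The windows between these limits made up 55.0% ± 0.191 (SD, n = 3) in saline mice. Mean window methylation was 1.14 percentage points higher in OVA-induced than in saline mice (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). The DSE-treated mice differed from the OVA-induced mice by 0.0116 percentage points (exact permutation test, two-sided p = 0.971) and from saline by 1.15 (p = 0.0571, the smallest that 3 mice against 4 allow in this exact test). Over the pooled calls, in which deeper windows weigh more, methylation was 0.267 percentage points higher in OVA-induced than in saline mice (exact permutation test, two-sided p = 0.7) and 2.44 higher in DSE-treated than in OVA-induced mice (exact p = 0.0571, the smallest possible), so that the 2 measures differ in which comparison changes. Windows with a mean methylation under 10% held 35.3% to 37.2% of the calls in OVA-induced and 31.7% to 33.5% in DSE-treated mice. The pooled value can therefore rise with where the calls fall, and the 2.44 is not by itself a gain of methylation. How much of it arises in this way was not computed. With a minimum of 50 calls per mouse, the share of windows under 20% over all mice was 21.9% in place of 21.1%, and the share over 80% was 22.7% in place of 23.7%.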

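Principal component analysis was run on the methylation percentages of 210879 windows, the more variable part of the windows with at least 20 calls in all 10 mice, centred and scaled as methylKit does by default. The first component held 32.0% of the variance and the second 12.2%. The 3 groups were compared by a permutational analysis of the distances between mice (PERMANOVA), which gave a pseudo-F of 2.50. Over all 4200 assignments of the 10 mice to groups of 3, 3 and 4, the exact permutation p was 0.000476, the smallest that this design allows. It does not show which of the 3 groups differ, and pairs of groups were not compared in this way. With a minimum of 50 calls per mouse the first component held 34.6% of the variance. Leaving out each mouse in turn gave 29.6% to 34.8% on the first component, the largest value without OVA replicate 1 and a larger move than with any other setting, and a pseudo-F of 2.09 to 2.54.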

We then performed principal component analysis (PCA) on the genome-wide methylation dataset, as shown in Figure 2A. Approximately 5.2% (23,154 bins) of hyper methylated and 2.75% (12,247 bins) of hypo methylated DMRs (Diff ≥ 10% and *q*-value < 0.01) were selected from a total of 445,288 bins in OVA-induced samples vs. controls (Figure 2B and Table S1), whereas 1.07% (4818 bins) of hyper methylated and 0.97% (4379 bins) of hypo methylated DMRs were selected from a total of 449,539 bins in DSE-treated vs. OVA-induced samples (Figure 2C and Table S2).

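In OVA vs. saline, 436201 windows could be tested, and 20724 (4.75%) were hyper methylated and 11167 (2.56%) hypo methylated. In DSE vs. OVA, 3929 (0.898%) of 437460 windows were hyper methylated and 3171 (0.725%) hypo methylated. Windows of the same sign that overlap or touch form 12182 hyper and 6372 hypo methylated regions in OVA vs. saline, and 3114 and 2417 in DSE vs. OVA. The mice of both groups did not overlap in 88.0% of the DMRs of OVA vs. saline, against 26.2% of all windows tested; 10% is the chance value for windows not chosen on these mice, and choosing DMRs by their difference raises the share by itself. In DSE vs. OVA there was no overlap in 75.1% of the DMRs, against 10.1% of all windows, where chance gives 5.71%. Median depth at the DMRs was 321 calls per mouse in OVA vs. saline and 186 in DSE vs. OVA. The alternative that moved the counts most was an F test in the same model with a scale factor for the spread between mice, which left 0 DMRs in both comparisons; 65365 windows of OVA vs. saline and 31364 of DSE vs. OVA had an unadjusted p under 0.05, where about 21810 and 21873 are expected without any difference. On simulated calls with the spread between mice, the F test recovered 0 of 200 changed windows, while the likelihood ratio test recovered 199 of them together with 90 unchanged windows among 20000. With limma on the M-values of the mice, at the adjusted p of 0.01, 0 hyper and 2 hypo methylated DMRs were called in OVA vs. saline and 24 and 2 in DSE vs. OVA; 94142 and 42410 windows had an unadjusted limma p under 0.05.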

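The windows were assigned to features with the RefSeq transcripts of GRCm38, in the order promoter (up to 1000 bp on either side of a transcription start site, TSS), exon, intron and intergenic. Promoters held 19.4% of the windows tested in OVA vs. saline and 9.64% of the DMRs, so that 3.63% of the promoter windows were DMRs. In exons 6.57% of the windows were DMRs, in introns 9.83% and in intergenic regions 7.47%. Of the DMRs of OVA vs. saline, 12.1% lay in exons, 40.2% in introns and 38.0% in intergenic regions, compared with 13.5%, 29.9% and 37.2% of the windows tested. In DSE vs. OVA, 15.5% of the DMRs and 19.4% of the windows tested lay in promoters, and the share of windows that were DMRs was 1.30% in promoters, 1.14% in exons, 1.79% in introns and 1.83% in intergenic regions. These shares depend on the capture design, which sets the windows that can be tested. With the F test all of these counts were 0. Assigning each window by its midpoint alone gave 960 hyper and 396 hypo methylated exon DMRs in OVA vs. saline in place of 2633 and 1237.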

Overall, DMRs tended to be detected in functional regions of the genome, such as promoters and coding regions. 

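The counts of hyper and hypo methylated DMRs in OVA vs. saline were 1857 and 1216 in promoters, 2633 and 1237 in exons, 8397 and 4422 in introns, and 7837 and 4292 in intergenic regions. Hyper methylated DMRs made up 60.4% of the DMRs in promoters (95% Wilson interval 58.7% to 62.1%), 68.0% in exons (66.5% to 69.5%), 65.5% in introns (64.7% to 66.3%) and 64.6% in intergenic regions (63.8% to 65.5%). Since neighbouring windows share calls, the intervals are narrower than independent windows would give; after merging, 1294 hyper and 790 hypo methylated regions remained in promoters. Over all promoter windows tested, the median difference was 0.0897 percentage points, against 1.20 in exons, 1.23 in introns and 1.04 in intergenic regions.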

In OVA-induced samples vs. controls, hyper methylated regions were more frequent than hypo methylated regions in promoter, exon, intron and intergenic regions. By contrast, in the comparison of DSE-treated vs. OVA-induced samples, DMRs did not differ significantly between hyper and hypo methylated regions, except in promoter regions (Figure 2D).

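In DSE vs. OVA, promoters held 827 hyper and 277 hypo methylated DMRs, a hyper methylated share of 74.9% (95% Wilson interval 72.3% to 77.4%). Exons held 347 and 324 (exact binomial test, two-sided p = 0.396), introns 1188 and 1156 (p = 0.522) and intergenic regions 1567 and 1414 (p = 0.00536). By the midpoint of the window, introns held 1545 hyper and 1434 hypo methylated DMRs, and with promoters from 2000 bp upstream to 500 bp downstream 1252 and 1165, so the intron counts depend on the assignment. These tests count overlapping windows as independent; merged into regions, the intergenic counts were 1189 and 1052. In the promoter windows tested, methylation was higher in DSE-treated than in OVA-induced mice in 61.4% of the windows, with a median difference of 0.183 percentage points.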

We focused on methylation patterns that differed between saline-treated and OVA-induced mice, and were restored to the control level by DSE treatment, i.e., hyper methylated in OVA vs. saline and hypo methylated in DSE vs. OVA (“hyper/hypo”; Figure 3A and Table S3) or hypo methylated in OVA vs. saline and hyper methylated in DSE vs. OVA (“hypo/hyper”; Figure 3B and Table S3). These DMRs, which were identified as key genes, were used in the next step to infer the mechanism underlying the effects of the herbal treatment. 

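Both thresholds were passed with opposite signs by 827 windows of the hyper/hypo pattern and 546 windows of the hypo/hyper pattern, which form 646 and 441 regions. These are 3.99% of the hyper methylated and 4.89% of the hypo methylated DMRs of OVA vs. saline. Mean methylation at the hyper/hypo DMRs was 51.0% ± 0.833 (SD, n = 3 mice) in saline, 67.5% ± 0.815 (n = 3) in OVA-induced and 52.5% ± 1.69 (n = 4) in DSE-treated mice. At the hypo/hyper DMRs it was 52.0% ± 0.259, 35.8% ± 0.887 and 53.4% ± 2.02 in the same order. Both comparisons use the same OVA mice, so that their chance values enter both with opposite signs. In 20 simulated data sets the OVA-induced and DSE-treated mice were drawn at the same methylation, that of the pooled calls of both groups. A median of 306 hyper/hypo and 210 hypo/hyper windows were found there, and a median of 108 and 124 when no group differed. Whether the simulated spread between mice matches the real one was not tested. With the saline mice kept and the OVA-induced and DSE-treated mice regrouped in all 35 ways, 9 regroupings reached 827 hyper/hypo and 4 reached 546 hypo/hyper windows, the real grouping included, with largest other counts of 1442 and 791. In 452 of the hyper/hypo and 321 of the hypo/hyper DMRs every OVA mouse lay outside all saline and all DSE mice. With limma, 0 hyper/hypo and 2 hypo/hyper windows passed the adjusted p of 0.01 in both comparisons; at an adjusted p under 0.05 and with no threshold on the difference, 22 and 35 of these DMRs passed in both. In DSE vs. saline, which compares the treated mice with the control directly, 763 (92.3%) of the hyper/hypo and 475 (87.0%) of the hypo/hyper DMRs were not DMRs, which follows in part from how they were chosen. Of all DMRs of OVA vs. saline, 58.7% of the hyper methylated and 69.0% of the hypo methylated were also DMRs of the same sign in DSE vs. saline, together 62.3%. The simulation without differences, in which only the shared saline mice act, gave a median of 9.48%. The simulation with the same methylation for OVA-induced and DSE-treated mice gave 65.5% (65.0% to 65.8%). This second simulation had a median of 45104 DMRs of OVA vs. saline against the 31891 found, so its group differences are too large for a direct comparison. The DMR with the largest sum of both differences in the hyper/hypo pattern, in intron 9 of Nebl (chromosome 2, 17414501 to 17415500), had 65.4% ± 14.3 (SD, n = 3) in saline, 87.1% ± 6.43 (n = 3) in OVA-induced and 33.1% ± 10.9 (n = 4) in DSE-treated mice, so that the treated mice lay below saline as well. Depth differed by group there, with 21 to 45 calls per mouse in saline, 21 to 34 in OVA-induced and 108 to 253 in DSE-treated mice. In the hypo/hyper pattern the largest was an intergenic window nearest to Fut8 (chromosome 12, 77567501 to 77568500), with 34.7% ± 6.04, 6.35% ± 5.51 and 51.7% ± 5.85 in the same order. Its calls per mouse were 72 to 91, 19 to 43 and 209 to 540 in that order, and OVA replicate 1, with 19 calls, had 0%. Whether the unequal depth bears on the differences at these 2 windows was not tested. Leaving out each mouse in turn gave 672 to 1466 hyper/hypo and 497 to 778 hypo/hyper windows; the 1466 were those without OVA replicate 1. From the return of methylation at these DMRs toward saline, the paper takes them as the methylation changes restored by DSE treatment.

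**Figure D1:**
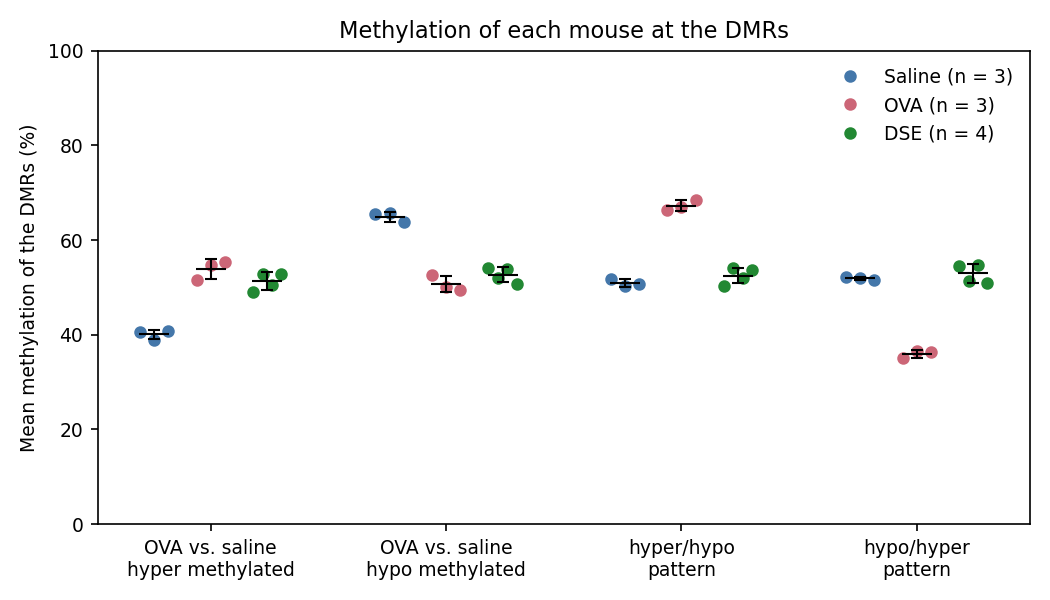
Mean methylation (%) of each mouse over the DMRs of OVA vs. saline and over the DMRs of both patterns, for windows with at least 20 calls in every mouse; points are mice, black bars the mean and SD of a group. At the hyper methylated DMRs of OVA vs. saline the means were 40.1% in saline, 53.9% in OVA-induced and 51.3% in DSE-treated mice, while at the hyper/hypo DMRs, which were chosen on these same mice, they were 51.0%, 67.3% and 52.5%.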

We then used the DAVID resource to examine the functional annotation of genes (Figure 3C,D). Genes with the hyper/hypo pattern shown in Figure 3A were enriched in KEGG pathway such as olfactory transduction (*p*-value: 5.11 × 10^−23^; Calm1, Cnga3, Prkacb, and Prkg1), cytokine–cytokine receptor interaction (*p*-value: 1.3 × 10^−8^; *Hgf*, *Flt*, *Prlr*, *Tgfbr1*, *Kit*, *Cntfr*, *Acvrl1*, *Egfr*, *Il2Rb*, *Ifnar2*, *Crlf2*, and *Il7*), and chemokine signaling pathway (*p*-value: 2.3 × 10^−7^; *Adcy2*, *Prkacb*, *Raf1*, *Prkcz*, *Pik3ca*, *Elmo1*, and *Pik3r1*; Figure 3C and Table S4). Conversely, genes with the hypo/hyper pattern shown in Figure 3B were enriched in functions related to cytokine–cytokine receptor interaction (*p*-value: 9.58 × 10^−7^; *Csf3r*, *Vegfa*, *Ccl28*, *Il7r*, *Ifng*, and *Crlf2*) and natural killer cell mediated cytotoxicity (*p*-value: 1.2 × 10^−4^; *Nfat5* and *Ifng*; Figure 3D and Table S5).

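For the genes named here, the windows that Table S3 assigns to them were looked up. The 4 genes of olfactory transduction have 8 windows, of which 6 passed the thresholds in both comparisons, with differences of 10.5 to 14.1 percentage points in OVA vs. saline; the 2 promoter windows of Prkacb had 22.0 and 21.9 but did not pass in DSE vs. OVA (-9.62). In the cytokine–cytokine receptor interaction pathway, 16 windows of 11 genes were analysed and 10 windows of 7 genes passed in both. The 7 genes of the chemokine signaling pathway have 10 windows, of which 5 passed in both. All of these windows had the direction of the paper in both comparisons. The intergenic window nearest to Il2rb (chromosome 15, 78508501 to 78509500; 88 to 165 calls per mouse) had 63.8% ± 2.54 (SD, n = 3) in saline, 81.3% ± 2.03 (n = 3) in OVA-induced and 69.3% ± 4.73 (n = 4) in DSE-treated mice, and it lies 13435 bp upstream of the TSS. No saline and no DSE-treated mouse overlapped the OVA-induced mice there (exact permutation tests, two-sided p = 0.1 and 0.0571, the smallest possible). At the window over the TSS of Cntfr (chromosome 4, 41689001 to 41690000; 78 to 193 calls) methylation was 48.8% ± 8.24, 66.3% ± 7.71 and 51.5% ± 6.33 in the same order. There the OVA-induced mice did not overlap the saline mice (exact permutation test, two-sided p = 0.1). They did overlap the DSE-treated mice (exact permutation test, two-sided p = 0.114). The median distance of the cytokine windows to the TSS was 11486 bp, and 3 of the 16 lay in promoters. Over all windows, the limma adjusted p was under 0.05 in OVA vs. saline for 1 of the 16 cytokine windows, 2 of the 8 olfactory and 2 of the 10 chemokine windows, which share the windows of Prkacb, and in DSE vs. OVA for 0 windows of any of the 3 pathways.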

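The hypo/hyper windows of the cytokine–cytokine receptor interaction genes comprised 7 windows of Csf3r, Ccl28, Il7r, Ifng and Crlf2, and all 7 passed the thresholds in both comparisons. Their differences ran from -19.6 to -10.9 percentage points in OVA vs. saline and from 10.6 to 16.0 in DSE vs. OVA. The promoter window of Ifng (chromosome 10, 118441501 to 118442500; 133 to 570 calls per mouse), which starts 455 bp downstream of the TSS, had 57.9% ± 9.23 (SD, n = 3) in saline, 44.6% ± 3.81 (n = 3) in OVA-induced and 54.9% ± 5.06 (n = 4) in DSE-treated mice. The exact permutation tests of this window gave two-sided p = 0.1 and 0.0571, the smallest that the numbers of mice allow. The window in an intron of Nfat5 (chromosome 8, 107329501 to 107330500; at least 39 calls in every mouse) had means of 53.4%, 35.3% and 55.5% in the same order, and both natural killer cell windows passed in both comparisons. The Crlf2 promoter window (chromosome 5, 109559001 to 109560000) had the opposite pattern of the Crlf2 window counted among the hyper/hypo DMRs, which lies 12493 bp downstream of the TSS. In both comparisons 0 of these windows had a limma adjusted p under 0.05 over all windows.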

### 2.3. Identification by Multi-Omics Analysis of Epigenetically Regulated Genes that Were Restored to Control Levels by DSE Treatment

To identify genes regulated by DNA methylation in anti-asthmatic processes, we examined the RNA-seq data for negative correlations between DNA methylation and gene expression. 

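Table 1 lists 25 windows of 18 genes. The 22 windows of 16 genes analysed here, all hyper/hypo in Table 1, had the direction given there in both comparisons; the windows of Vegfa and Gpr155 were not analysed here. The windows of Rps24 and of Shroom2 hold the same calls in pairs, so that 20 distinct measurements in 17 separate regions remain. In both comparisons 17 windows of 13 genes passed the thresholds, while 3 passed only in OVA vs. saline (both windows of 2310035C23Rik and 1 of Kit) and 2 only in DSE vs. OVA (Kat6a and Zfp568). Methylation was higher by 10.0 to 22.2 percentage points in OVA-induced than in saline mice, and the change from OVA to DSE ran from -9.97 to -39.7 percentage points. The difference between DSE-treated and saline mice had a median of 0.238 and ran from -19.0 to 6.21, and 1 window was a DMR of DSE vs. saline. Depth ranged from 13 to 669 calls per mouse with a median of 105, and 4 windows had a mouse with fewer than 20 calls. The mice did not overlap in 16 windows of OVA vs. saline (chance gives 10% for windows not chosen on these mice), in 13 of DSE vs. OVA (5.71%) and in 12 in both; the paper chose these windows on the same mice, which raises the counts by itself. Over all windows tested, limma gave an adjusted p under 0.05 for 3 windows in OVA vs. saline and 1 in DSE vs. OVA; adjusted over the list alone, 20 and 21 windows passed, which is not independent evidence because the paper chose the list on these mice. By annotation with all RefSeq transcripts 1 window was in a promoter, 1 in an exon, 12 in introns and 8 in intergenic regions, with a median distance of 15808.5 bp to the TSS of the transcript named in Table 1. The promoter window, that of Hopx, lies 18734 bp upstream of the TSS of the Hopx transcript named there, so it is not a promoter window of that transcript. The intron windows of Errfi1 and Ints6 also lie upstream of the transcripts named. The count of windows past both thresholds ranged from 8 to 15 with each mouse left out in turn; it was 8 without saline replicate 3 or OVA replicate 3, 9 without OVA replicate 1 and 10 without OVA replicate 2. With the F test, the alternative that moved it most, as with limma at the adjusted p of 0.01, 0 windows passed in both.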

We characterized two distinct patterns: Pattern A, including 17 genes that were downregulated in OVA vs. saline and upregulated in DSE vs. OVA (“down/up”) and hyper/hypo methylated (Figure 4A and Table 1), and pattern B, consisting of only a single gene that was upregulated in OVA vs. saline and downregulated in DSE vs. OVA (“up/down”) and hypo/hyper methylated (Figure 4B and Table 1). Both patterns exhibited a negative correlation between DNA methylation and gene expression (Figure S5). In functional terms, these 18 genes were enriched in GO biological process terms pertaining to development of the lung alveolus (*p*-value: 0.001; *Vegfa*, *Hopx*, and *Errfi1*), lung vasculature (*p*-value: 0.007; *Vegfa* and *Errfi1*), and lung (*p*-value: 0.017; *Vegfa*, *Hopx*, and *Errfi1*; Table S6).

### 2.4. Identification of Two Main Anti-Asthma Genes by Integrated Network Analysis

To understand the interactions among the anti-asthmatic genes, we performed integrated network analysis of DNA methylation and gene expression during recovery by DSE treatment. Using the 18 genes detected in the pattern analysis described above, we examined the interactions using Ingenuity Pathway Analysis (IPA) software and found 60 network-eligible genes and chemicals associated with asthma (Table S7). To determine the effects of methylation changes, we overlaid the DNA methylation values on the network. Figure 5 shows the predicted pathways related to anti-asthma genes in OVA vs. saline and DSE vs. OVA. In OVA vs. saline, *Vegfa* was upregulated, whereas *Kit*, *Acsl4*, *Hopx*, *Rps24*, *Errfi1*, *Gtf2e2*, *Ints6*, *2310035C23Rik* (KIAA1468) and *Sppl3* were downregulated. 

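Of the genes drawn in the network, Acsl4 has an intergenic window (chromosome X, 142468501 to 142469500; 86 to 219 calls per mouse) with 42.0% in saline and 62.3% in OVA-induced mice on average, 19.4 percentage points higher in the pooled calls. At Sppl3 (intron, chromosome 5, 115027001 to 115028000; 229 to 669 calls) the means were 70.2% and 80.3%. The window of Ints6 (chromosome 14, 62774001 to 62775000; 48 to 123 calls) had 75.1% and 88.7%. For these 3 windows the mice did not overlap (exact permutation test, two-sided p = 0.1 for each, the smallest that 3 mice against 3 allow). At Hopx (chromosome 5, 77114001 to 77115000) the means of 39.4% and 54.4% overlapped between mice (exact p = 0.3). Of the 3 windows of Gtf2e2, the window from 33705501 had 62.1% in saline and 77.3% in OVA-induced mice; in the overlapping pair from 33721001 and 33721501, where a mouse has 15 calls, the means over all mice were 25.5% and 28.8%, and 22.7% and 25.7% (exact permutation test, two-sided p = 1 and 0.9). The mouse with 15 calls, OVA replicate 3, had 0% in both; without it, as the minimum of 20 calls requires, the pooled differences were 17.2 and 14.5 percentage points and both windows passed the thresholds.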

Methylation changes were in the opposite direction from expression level changes, as shown in Figure 5A (bar plots next to genes).

Figure 5B shows the predicted pathways in DSE vs. OVA. The majority of genes, including *Kit*, *Acsl4*, *Hopx*, *Rps24*, *Errfi1*, *Gtf2e2*, *Ints6*, *2310035C23Rik* (KIAA1468) and *Sppl3*, were upregulated; only *Vegfa* was downregulated; and the methylation changes were the opposite of those observed in OVA vs. saline. 

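In the same windows, DSE-treated mice had lower means than OVA-induced mice throughout. Mean methylation in DSE-treated mice was 43.4% at Acsl4, 68.9% at Sppl3, 69.9% at Ints6, 42.2% at Hopx and 73.7% at Rps24. The change in the pooled calls was -18.2 percentage points at Acsl4, -11.3 at Sppl3, -18.0 at Ints6, -11.6 at Hopx and -17.1 at both Rps24 windows. The 2 windows of 2310035C23Rik changed by -13.6 and -14.0, with adjusted p of 0.0304 and 0.0270 in the likelihood ratio test, above the threshold of 0.01. At Errfi1 (chromosome 4, 150851001 to 150852000, 3070 bp upstream of the TSS; 151 to 444 calls per mouse) methylation was 65.2% ± 5.46 (SD, n = 3) in saline, 75.8% ± 4.07 (n = 3) in OVA-induced and 65.5% ± 5.01 (n = 4) in DSE-treated mice, where DSE replicate 1 had 58.1% and the other DSE mice 67.4% to 69.1%; without that mouse the pooled difference in DSE vs. OVA went from -11.3 to -8.05 percentage points, under the threshold of 10. The mice of DSE vs. OVA did not overlap at Acsl4, Sppl3, Ints6 and Errfi1 (exact permutation test, two-sided p = 0.0571 for each, the smallest that 3 mice against 4 allow), but did at Hopx (exact p = 0.229) and Rps24 (exact p = 0.171).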

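Of the hub genes named in the paper, Kit was analysed here. Its 2 windows of Table 1 (chromosome 5, 75579001 to 75580000 and 75579501 to 75580500) overlap by their construction and lie in intron 1, 4014 and 4514 bp downstream of the TSS. The first window had 57.6% ± 7.86 (SD, n = 3) in saline, 69.0% ± 4.61 (n = 3) in OVA-induced and 57.9% ± 4.89 (n = 4) in DSE-treated mice, with 140 to 312 calls per mouse. The second had 66.1% ± 3.85, 76.3% ± 3.77 and 64.3% ± 5.87 in the same order, with 243 to 517 calls. In OVA vs. saline the pooled difference was 11.5 percentage points in the first window, where the mice overlapped (exact permutation test, two-sided p = 0.2), and 10.4 in the second, where they did not (exact p = 0.1, the smallest possible). In DSE vs. OVA it was -9.97 percentage points in the first window, just under the threshold of 10, and -11.4 in the second (exact permutation test, two-sided p = 0.114 for both, where 0.0571 is the smallest possible). The limma adjusted p over all windows was 0.168 and 0.136 in OVA vs. saline and 0.389 and 0.230 in DSE vs. OVA.

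**Figure D2:**
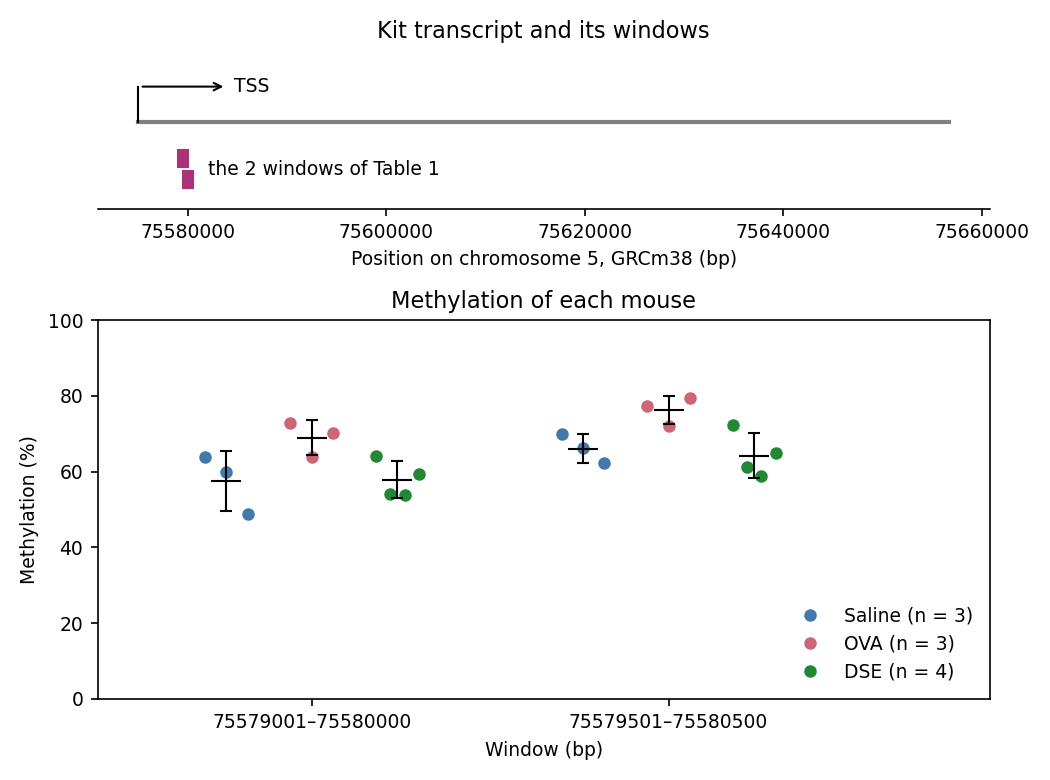
Position of the 2 windows along the Kit transcript on chromosome 5 of GRCm38 (bp), and methylation (%) of each mouse in them; points are mice, black bars the mean and SD of a group. The OVA-induced mice have group means of 69.0% and 76.3%, and in both windows DSE replicate 1, with 64.2% and 72.2%, lies within the range of the OVA-induced mice.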

Two hub genes (*Vegfa* and *Kit*) in these integrated networks exhibited an inverse correlation between DNA methylation and gene expression. Hub genes, which are highly interconnected nodes in IPA modules, are functionally significant. Thus, *Vegfa* (vascular endothelial growth factor A) and *Kit* (proto-oncogene receptor tyrosine kinase) were identified as the main regulators of the integrated network, potentially explaining the differential regulation of their downstream target genes among the control, OVA-induced and DSE-treated groups.

## 3. Discussion

The aim of this study was to discover distinct differential methylomic signatures in lung tissue samples obtained from an asthma-induced mouse model. The results of H&E staining and BALF analysis confirmed that DSE inhibited allergic lung inflammation by decreasing inflammatory cell infiltration and IL-4 production (Figure 2). Therefore, we investigated the possibility that DSE could be used as a treatment for asthma. To understand how asthmatic inflammation (OVA-induced) and anti-asthmatic effects (DSE-treated) regulate respiratory disease, and how to determine which genes cause disease, we compared differences among saline, OVA-induced and DSE-treated mice by RNA-seq and Methyl-seq. Previous studies that investigated the epigenetic mechanisms underlying asthma [3,21] and characterized the anti-asthmatic effects [22,23,24,25,26] partly explained the epigenetic regulation of anti-asthmatic effects by herbal medicine. However, the results of our study provide an integrated perspective on the epigenetic changes involved in the anti-asthmatic effects of *D. sophia* seeds, as determined by genome-wide gene expression and methylation profiling. This is the first integrated study of the role of DNA methylation and gene expression in the anti-asthmatic effects of *D. sophia* seeds. Our findings effectively identify key genes underlying anti-asthmatic patterns and elucidate an integrated network related to asthma.

To identify anti-asthmatic changes in methylation, we profiled genome-wide methylation patterns, including the hyper/hypo and hypo/hyper patterns described in the Results section, during OVA induction followed by treatment with a medicinal herb. Gene Ontology (GO) analysis of these candidate genes revealed strong enrichment of terms related to olfactory disorders, myeloid cells, osteoclasts and cytokine/chemokine signaling pathways. Although asthma has various causes, airway inflammation is a common triggering mechanism [27,28,29,30]. Airway inflammation is mediated by chemokines and cytokines [31,32,33], suggesting that changes in the methylation of genes associated with cytokines/chemokines play an important role in the onset of asthma. Additionally, we also observed enrichment in ECM–receptor interaction and neurotrophin signaling (Table S4). ECM-receptors have direct and indirect effects on cell regulation and interact with eosinophilic asthma [10,34], whereas growth factors such as neurotrophins and their receptors are important in normal lung development, developmental lung disease, allergies and inflammatory conditions such as rhinitis or asthma [35,36,37,38,39].

By combining Methyl-seq with RNA-seq, we identified 18 candidate genes for which DNA methylation changed as a result of the anti-asthmatic effects of DSE. GO analysis revealed that genes whose expression returned to control levels upon DSE treatment were enriched in asthma-related functions such as lung alveolus development, lung vasculature development, and vasculature development.

In addition, we identified highly connected hub genes in integrated networks of DNA methylation and gene expression. Notably, *Vegfa* was regulated in an “up/down” manner, due to its hypo/hyper methylation pattern, in OVA-induced vs. saline and DSE-treated vs. OVA-induced mice. *Vegfa*, a member of the vascular endothelial growth factor family, promotes allergic inflammation and plays an important role in Th2 inflammation [40]. Furthermore, several studies have reported that *Vegfa* levels are increased in tissues and biological samples from asthma patients [40,41,42]. *Kit*, which was regulated in a “down/up” fashion, due to its hyper/hypo methylation pattern, is related to the NF-κB signaling pathway, which regulates pro-inflammatory mediators [43], and may help to maintain alveolar structure [44]. These results indicate that methylation changes of two hub genes play important roles in regulating the anti-inflammatory effect. 

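The 2 windows of Shroom2 (chromosome X, 152750501 to 152752000 together, in intron 1) hold the same calls, 32 to 104 per mouse, with 68.8% ± 5.36 (SD, n = 3) in saline, 93.3% ± 11.7 (n = 3) in OVA-induced and 71.5% ± 5.81 (n = 4) in DSE-treated mice. The OVA-induced mice had 79.8%, 100% and 100%, and no mouse of another group reached them (exact permutation tests, two-sided p = 0.1 against saline and 0.0571 against DSE, the smallest possible). Leaving out OVA replicate 1, the deepest of them, raised the difference from saline from 19.2 to 31.5 percentage points. The window assigned to Pcmtd1 (chromosome 1, 7543001 to 7544000) lies 454081 bp downstream of the TSS, in an intergenic region, and had 37.8% ± 3.01, 49.0% ± 9.13 and 37.4% ± 5.20 in the same order of groups, with overlap between mice in both comparisons (exact p = 0.2 and 0.171). At Zfp568 (exon 7, chromosome 7, 30013001 to 30014000; 90 to 137 calls) methylation was 50.5% ± 10.9, 60.8% ± 5.25 and 42.8% ± 7.40; the difference of 10.8 percentage points in OVA vs. saline had an adjusted p of 0.0130 in the likelihood ratio test and did not pass the threshold. The windows of 2310035C23Rik (chromosome 1, 105680001 to 105681500 together, in intron 2) had 78.6% in the pooled calls of the saline mice and 96.0% in those of the OVA-induced mice with at least 20 calls, which leave out 1 mouse at 13 calls, and 82.4% and 82.0% in those of the DSE-treated mice.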

We also identify previously unreported genes with concordant molecular changes in asthma: *Shroom2*, *Pcmtd1*, *Zfp568* and *2310035C23Rik* were significantly down/upregulated and hyper/hypo methylated.

This study had several limitations, including the fact that Methyl-seq technology was used to profile the methylome without any investigation of histone modifications, e.g., by ChIP-seq. In various omics analyses, it is important to keep in mind that expression of a candidate gene could be affected by methylation changes in a distal enhancer, or that a given gene could contain an enhancer region for other genes. Further work will be needed to examine changes in methylation at distal enhancer regions. Other omics studies such as single-cell or DNA resources based approaches also will be needed for identification of various causes. Moreover, larger sample sizes will be required for a more powerful characterization of the epigenetic mechanisms involved in restoration of control levels (of methylation or gene expression) by DSE treatment.

## 4. Materials and Methods

### 4.1. Plant Material and Preparation of DSE

Seeds of *D. sophia* were collected by Dr. Sungyu Yang and Dr. Byeong Cheol Moon of the Korea Institute of Oriental Medicine (KIOM) in Geumsan, Chungcheongnam-do, Korea. The plants used in this study were authenticated based on macroscopic morphological characteristics by Dr. Goya Choi of KIOM. The voucher specimens were deposited in the Korean Herbarium of Standard Herbal Resources (herbarium code KIOM, Specimen 2-18-0137) at the KIOM. Dried seeds of *D. sophia* (760 g) were extracted twice with 70% ethanol (with 3 h reflux) at 80 °C, and the extract was concentrated under reduced pressure. Yields of DSE were approximately 7.44% (*wt*/*wt*).

### 4.2. In Vivo Experiments

#### 4.2.1. Animals

Eight-week-old female BALB/c mice were purchased from Daehan BioLink Co., Ltd. (Chungcheongbuk-do, Korea) and housed under specific pathogen-free conditions with freely available food and water. All animal care and experimental procedures were performed with the approval of the Institutional Animal Care and Use Committee (IACUC) of the KIOM (17-073).

#### 4.2.2. Induction of Lung Inflammation and the Administration of Drug

Asthma was induced as previously described with some modifications [45,46]. To induce allergic lung inflammation, mice were sensitized with OVA twice, 7 days apart (i.e., on Days 0 and 7) by intraperitoneal injection of OVA (50 µg) emulsified with 200 µL of aluminum sulfate (Alum; InvivoGen, San Diego, CA, USA). Beginning on Day 12, the mice were challenged with 50 µL of OVA (25 µg) intranasally for 4 days under anesthesia with 2% isoflurane (Piramal Critical Care Inc., Bethlehem, PA, USA) delivered by a Vevo™ Compact Anesthesia System (FUJIFILM VisualSonics, Toronto, ON, Canada). The mice were divided into four groups (*n* = 7 per group). One was injected with saline only, and the remaining three groups were sensitized to OVA. On Days 9–15, the treatment groups received oral administration of vehicle, DSE (200 mg/kg) for 7 consecutive days.

#### 4.2.3. Histological Analysis

For euthanasia, an overdose of pentobarbital sodium (a short-acting barbiturate) was injected in accordance with IACUC guidelines. Lung tissues of mice were collected and fixed in 10% formalin. Fixed tissues were embedded in paraffin and cut into 5-μm sections with a microtome (Leica, Nussloch, Germany). The sections were deparaffinized and stained with H&E for analysis of inflammatory changes.

#### 4.2.4. Collection of BALF, Quantification of Inflammatory Cells and Measurement of IL-4 Levels in BALF

BALF was collected by endotracheal lavage with 1 mL of Dulbecco’s phosphate-buffered saline (ScienCell Research Laboratories, Carlsbad, CA, USA) via intubation. To determine differential cell counts in the BALF, cells were placed on a slide by cytospin and then stained with Hema 3 solution (Fisher HealthCare, Pittsburgh, PA, USA). The proportion of each cell type was determined based on morphology, and the number of cells was calculated by multiplying the proportions by the total cell count. To measure cytokine levels, BALF was centrifuged for 5 min at 4 °C, and then the levels of IL-4 were measured in the supernatant by an ELISA, as previously described [47]. Briefly, 11B11 antibody was used to capture IL-4, and BVD6-24G2 biotinylated antibody was used for its detection. Antibodies were purchased from BD Biosciences (San Diego, CA, USA).

### 4.3. Methyl-Seq and Data Analysis

SureSelect Methylation libraries were prepared according to the manufacturer’s instructions (Agilent Methyl-seq protocol). Three micrograms of high-quality genomic DNA were diluted with 50 µL EB buffer and fragmented to a median size of 150 bp using the Covaris-S2 instrument (Covaris, Woburn, MA, USA). Following successful shearing, the gDNA was subjected to end blunting, dA-tailing and the ligation with methylated adapters. The constructed libraries for the capture were quantified using the Quant-iT dsDNA HS Assay Kit (Invitrogen, Carlsbad, CA, USA) with the Invitrogen Qubit fluorometer (Invitrogen, Carlsbad, CA, USA). The hybridizations were performed using a thermal cycler that was set at 65 °C for 24 h with the lid heated to 105 °C; then, Dynabeads^®^ MyOne Streptavidin T1 (Invitrogen, Carlsbad, CA, USA) was used to capture the biotinylated RNA probes. Finally, the captured library samples were washed and eluted for the bisulfite conversion. Eluted DNA was bisulfite converted using the EZ DNA Methylation-Gold kit (ZymoResearch, Cat. #D5005, Carlsbad, CA, USA), following the Agilent instruction manual. Furthermore, the treated DNA was amplified by PCR, converting uracil residues in the sample to thymidine. Amplified bisulfied-treated libraries were purified using AMPure XP beads (Beckman Coulter, High Wycombe, UK). To index the captured libraries, bisulfied-treated libraries were amplified by PCR. Indexed libraries were purified and accessed by Agilent 2100 Bioanalyzer (High Sensitivity DNA assay, Agilent, Santa Clara, CA, USA). Sequencing runs were performed in paired-end mode using the HiSeq 2500 platforms (Illumina, San Diego, CA, USA). Using the TruSeq SBS Kits v4 (Illumina, San Diego, CA, USA) for the HiSeq, sequencing-by-synthesis reactions were extended for 101 cycles from each end.

After sequencing, the reads were trimmed to remove adapters and low-quality reads (per-base quality < 20) and thereby improve paired-end mapping using Cutadapt (v. 1.13) [48]. Reads were mapped to the Mus musculus genome (mm10) with Bismark (v. 0.17.0) [49]. The methylKit R package (v. 1.6.0) [50] was used for analysis of Methyl-seq data and DMR identification (window size: 1000 and step size: 500). Regions with two or more CpGs, ≥10% mean methylation difference and *q*-value < 0.01 were considered significant. methylKit software (v. 1.9.0) was used for annotation of peaks and assessment of the distribution of methylation peaks across genomic features. Genomic features were classified into six types of regions (intergenic, 5′ UTR, 3′ UTR, promoter, CDS and intron) based on the UCSC genome annotation.

### 4.4. RNA-Seq and Data Analysis

Total RNA was also extracted from lung tissues used in the methyl-seq using Nucleo spin RNA kit (MACHREY-NAGEL, Dueren, Germany). The quantity and quality of the total RNA were evaluated using Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA) and assessing the RNA quality indicator (RIN). Library preparation was performed with an Illumina TruSeq Stranded mRNA sample preparation kit (Illumina, San Diego, CA, USA) according to the manufacturer′s instructions. Indexing adapters were ligated to the ends of the cDNA fragments using ligation mix reagent at 30 °C for 10 min. After twice washing with sample purification bead, PCR was performed to enrich those cDNA fragments that have adapter molecules on both ends. Thermocycler conditions were as follows: 98 °C for 30 s; 15 cycles of 98 °C for 10 s, 60 °C for 30 s, and 72 °C for 30 s; and a final extension at 72 °C for 5 min. Finally, quality and band size of libraries were assessed using Agilent 2100 Bioanalyzer. Libraries were quantified by qPCR using CFX96 Real Time System (Biorad, Hercules, CA, USA). After normalization, sequencing of the prepared library was conducted on the Nextseq 500 (Illumina, San Diego, CA, USA) with 76 bp paired-end reads.

Reads were trimmed to remove adapters and low-quality reads (per-base quality < 20) and thereby improve paired-end mapping. High-quality sequence reads were mapped to the Mus musculus genome (mm10) using Hisat2 (v. 2.1.0) [51], and gene expression levels were quantified with the ballgown R package (v. 2.12.0) [52]. Genes differentially expressed among the three groups were evaluated by the edgeR package (v. 3.0.8) [53], which is based on negative binomial models for RNA-seq count data. Differentially expressed genes were screened with a cutoff threshold of log (FC) ≥ |1| and *p*-value < 0.05.

### 4.5. Correlation Analysis between DNA Methylation and Expression

To identify genes with an inverse relationship between expression and methylation, the expression level was adjusted to a range from 0 to 1, as for methylation, and then Spearman rank correlations were used to assess the relationship between CpG methylation and gene expression. To find the functional mechanisms involving these genes, we conducted GO term and KEGG pathway analysis using DAVID (v. 6.7) [54], which provides a set of data-mining tools that systematically combine functionally descriptive data with intuitive graphical displays.

### 4.6. Pathway Analysis

IPA (v. 1.13, Qiagen, Valencia, CA, USA) software was used to predict the networks containing the 18 candidate genes whose expression changed due to alterations in DNA methylation in response to anti-asthmatic treatment. First, we used network connection tools in IPA to display known functional interactions between these genes, and then further integrated our findings by overlaying genes involved in asthma, lung development and immune disease. To determine how each gene affects the integrated network, we overlaid the fold change in gene expression and DNA methylation ∆β values. In the figures, bar plots beside the genes in the network show DNA methylation and expression change under each condition. Molecules are represented as nodes, and the biological relationships between nodes are represented as edges (line). The intensity of node color indicates the degree of expression change.

### 4.7. Data Access

The data generated over the course of this study have been deposited into the Gene Expression Omnibus (GEO) under accession number GSE114587 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114587; secure token for reviewer: itytgkuoptclnej).

## 5. Conclusions

In summary, the integrative approach described here identified anti-asthmatic changes in a mouse model, identifying 18 genes and integrated networks involved in methylation and gene expression. We identified several epigenetically regulated genes and pathways involved in anti-asthmatic effects, which should facilitate development of novel and effective therapeutic agents for asthma.

## Figures and Tables

**Figure 1:**
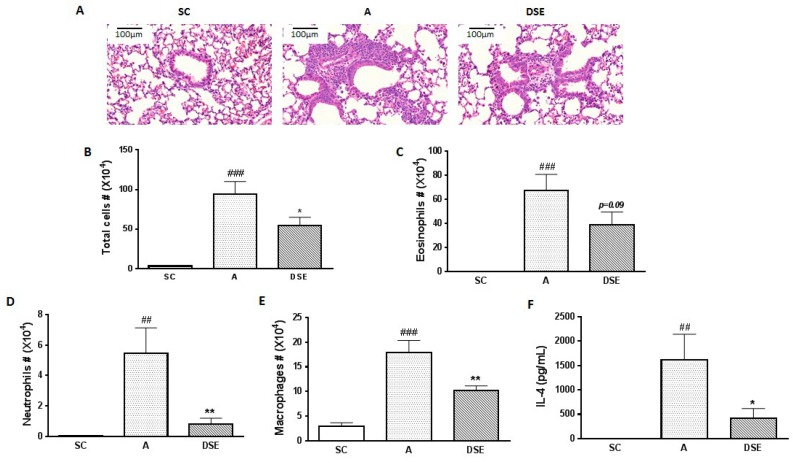
Effects of DSE on phenotypes of allergic asthma in OVA-induced mice. Representative photographs of lung sections stained with H&E (magnification, ×200) (**A**). Counts of: total cells (**B**); eosinophils (**C**); neutrophils (**D**); and macrophages (**E**) in infiltrated BALF. Levels of IL-4 in BALF determined by ELISA (**F**). Data are presented as means ± SEM (*n* = 7). ## *p* < 0.01, ### *p* < 0.001 compared with the saline control group. * *p* < 0.05, ** *p* < 0.01 in allergic lung inflammation vs. vehicle group. SC, Saline Control; A, OVA; DSE, *D. sophia* seed extract.

**Figure 2:**
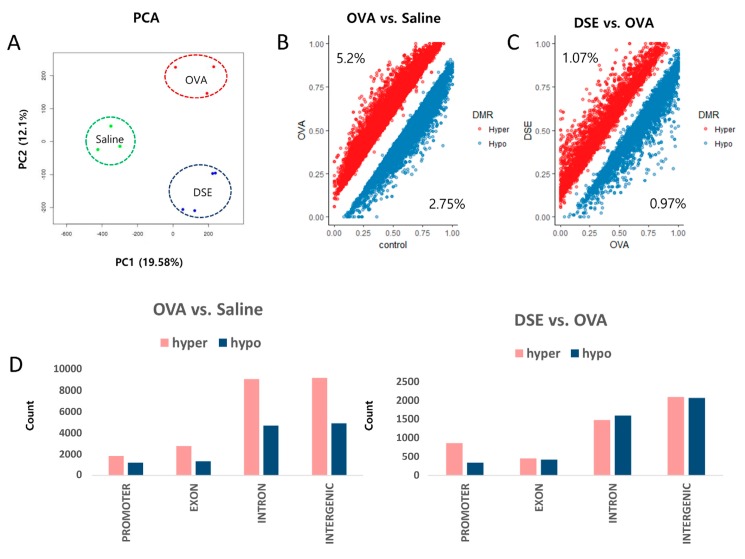
Genome-wide methylation profiling in DMRs. PCA plot of DNA methylation data. Samples are colored according to the experimental group (**A**). Scatter plot of DMRs in OVA vs. saline control (**B**). Scatter plot of DMRs in DSE vs. OVA (**C**). Distribution of DMRs in OVA vs. control (**left**), and DSE vs. OVA (**right**) (**D**).

**Figure 3:**
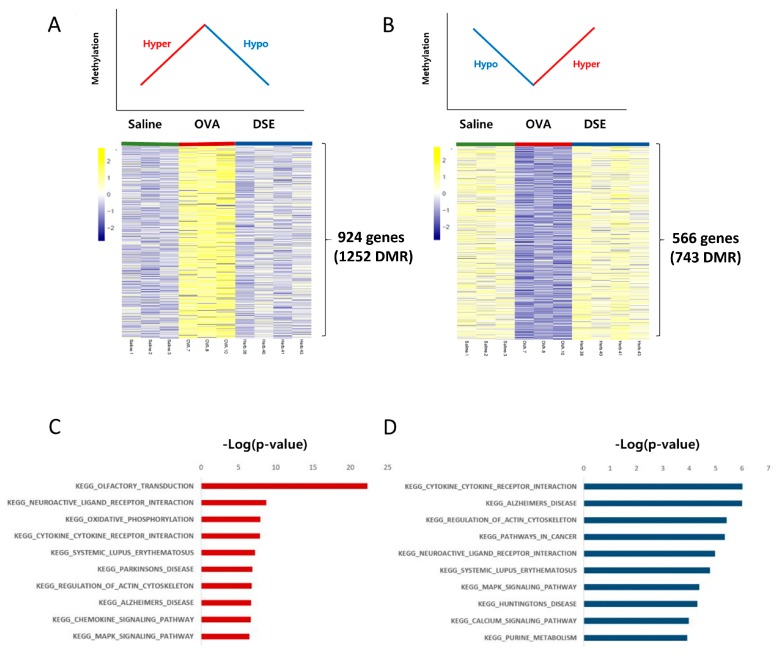
Anti-asthmatic methylation patterns in response to DSE treatment. Heat map of hyper/hypo methylated genes in OVA vs. saline and DSE vs. OVA (**A**). Heat map of hypo/hyper methylated genes under the same conditions (**B**). Top 10 functional annotation results of hyper/hypo methylation pattern, consisting of 924 genes (1252 DMRs) (**C**), and hypo/hyper methylation pattern, containing 566 genes (743 DMRs) (**D**). KEGG pathway names are shown on the left, and the bars on the right represent the −log (*p*-value) of the corresponding pathway.

**Figure 4:**
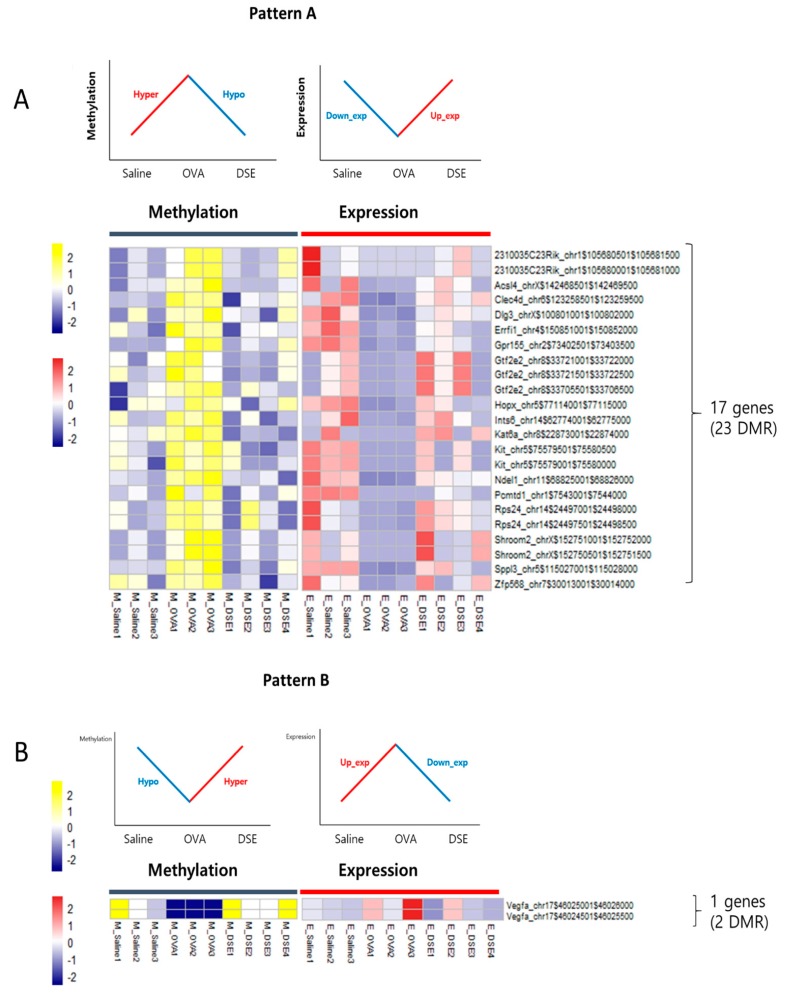
Anti-asthmatic pattern genes with inverse correlation between methylation and expression. Matched heat map of DNA methylation and gene expression profiling in hyper/hypo methylated and down/upregulated genes (**A**). Matched heat map of DNA methylation and gene expression in hypo/hyper methylated and up/downregulated genes (**B**).

**Figure 5:**
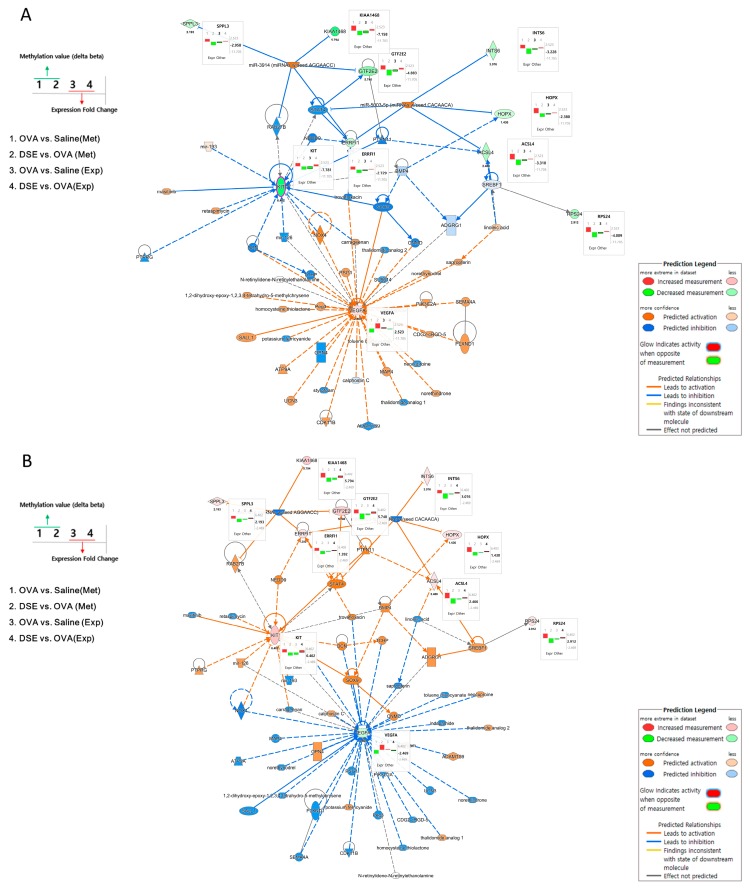
Gene networks associated with anti-asthma effects. Pathway depicts expression levels of anti-asthmatic genes regulated by DNA methylation changes in OVA vs. saline using IPA (**A**). Pathway depicts expression levels of anti-asthmatic genes regulated by DNA methylation changes in DSE vs. OVA (**B**). Bar plots next to genes in the network show changes in methylation and expression levels under each condition. The left panel of the network shows the bar plot legend, and the right panel provides a legend of the IPA network.

**Table 1:** Candidate genes of integrative pattern analysis.

Gene	Pattern	Transcript Name	DMR Position	Methylation				Expression			
				OVA vs. Saline		DSE vs. OVA		OVA vs. Saline		DSE vs. OVA	
				Delta-Beta	*p*-Value	Delta-Beta	*p*-Value	Fold Change	*p*-Value	Fold Change	*p*-Value
*2310035C23Rik*	Pattern A	NM_173187	chr1$105680001$105681000	17.91792	0.001044	−14.3229	0.000793	−7.15782	0.003233	5.794239	0.01018
*2310035C23Rik*	Pattern A	NM_173187	chr1$105680501$105681500	17.91792	0.001044	−14.6318	0.000691	−7.15782	0.003233	5.794239	0.01018
*Acsl4*	Pattern A	NM_019477	chrX$142468501$142469500	20.1579	4.01 × 10^−8^	−18.5894	3.60 × 10^−9^	−3.31049	0.008914	2.466142	0.036953
*Clec4d*	Pattern A	NM_010819	chr6$123258501$123259500	13.24306	3.05 × 10^−6^	−12.7135	8.06 × 10^−8^	−1.8897	0.031682	1.659789	0.047727
*Dlg3*	Pattern A	NM_001177780	chrX$100801001$100802000	21.42624	2.03 × 10^−5^	−15.8962	0.000187	−3.39981	0.001902	2.512896	0.013947
*Errfi1*	Pattern A	NM_133753	chr4$150851001$150852000	10.49137	6.31 × 10^−5^	−10.8417	1.84 × 10^−6^	−2.72862	0.000324	1.392076	0.044534
*Gpr155*	Pattern A	NM_001190297	chr2$73402501$73403500	14.45583	0.001214	−13.4888	0.000127	−2.73567	0.000478	1.421815	0.047225
*Gtf2e2*	Pattern A	NM_026584	chr8$33705501$33706500	14.15904	2.14 × 10^−7^	−11.7841	8.08 × 10^−8^	−4.88319	0.011646	5.739732	0.003803
*Gtf2e2*	Pattern A	NM_026584	chr8$33721001$33722000	17.11279	0.000173	−19.3001	6.24 × 10^−8^	−4.88319	0.011646	5.739732	0.003803
*Gtf2e2*	Pattern A	NM_026584	chr8$33721501$33722500	14.40352	0.000466	−20.3312	8.98 × 10^−12^	−4.88319	0.011646	5.739732	0.003803
*Hopx*	Pattern A	NM_001159900	chr5$77114001$77115000	17.89375	2.10 × 10^−9^	−11.912	5.71 × 10^−6^	−2.37969	0.00221	1.429905	0.04741
*Ints6*	Pattern A	NM_008715	chr14$62774001$62775000	12.51032	0.0003	−18.3492	3.51 × 10^−9^	−3.22793	0.001325	3.076277	0.001547
*Kat6a*	Pattern A	NM_001081149	chr8$22873001$22874000	21.42651	0.002265	−40.3226	7.75 × 10^−14^	−2.32499	0.028763	3.024011	0.004454
*Kit*	Pattern A	NM_001122733	chr5$75579001$75580000	11.51523	7.89 × 10^−5^	−10.3308	3.31 × 10^−5^	−7.78059	0.000103	6.402056	0.00061
*Kit*	Pattern A	NM_001122733	chr5$75579501$75580500	10.35753	1.89 × 10^−6^	−11.8328	2.81 × 10^−10^	−7.78059	0.000103	6.402056	0.00061
*Ndel1*	Pattern A	NM_023668	chr11$68825001$68826000	21.79487	0.000464	−22.6016	3.14 × 10^−5^	−4.91466	0.000645	4.250178	0.001895
*Pcmtd1*	Pattern A	NM_183028	chr1$7543001$7544000	10.6038	0.001635	−11.7335	2.64 × 10^−5^	−5.37129	3.98 × 10^−7^	2.821372	0.002068
*Rps24*	Pattern A	NM_011297	chr14$24497001$24498000	17.13836	0.000641	−17.2688	0.00011	−4.04976	0.001056	2.911984	0.01074
*Rps24*	Pattern A	NM_207635	chr14$24497001$24498000	17.13836	0.000641	−17.2688	0.00011	−4.00879	0.000414	3.224884	0.002518
*Rps24*	Pattern A	NM_011297	chr14$24497501$24498500	17.13836	0.000641	−17.2688	0.00011	−4.04976	0.001056	2.911984	0.01074
*Rps24*	Pattern A	NM_207635	chr14$24497501$24498500	17.13836	0.000641	−17.2688	0.00011	-4.00879	0.000414	3.224884	0.002518
*Shroom2*	Pattern A	NM_001290684	chrX$152750501$152751500	19.51472	1.06 × 10^−5^	−16.7372	4.44 × 10^−6^	−11.7053	2.06 × 10^−6^	9.44746	0.00004
*Shroom2*	Pattern A	NM_001290684	chrX$152751001$152752000	19.51472	1.06 × 10^−5^	−16.7372	4.44 × 10^−6^	−11.7053	2.06× 10^−6^	9.44746	0.00004
*Sppl3*	Pattern A	NM_029012	chr5$115027001$115028000	10.11934	9.88 × 10^−7^	−11.4787	2.84 × 10^−11^	−2.95759	0.000555	2.19341	0.006261
*Zfp568*	Pattern A	NM_001167873	chr7$30013001$30014000	10.90426	0.00247	−17.1518	1.59 × 10^−7^	−4.33247	0.007645	4.172162	0.008244
*Vegfa*	Pattern B	NM_001025257	chr17$46024501$46025500	−13.0325	0.004499	18.71345	3.94 × 10^−6^	2.522877	0.014275	−2.46869	0.007728
*Vegfa*	Pattern B	NM_001025257	chr17$46025001$46026000	−13.0325	0.004499	18.71345	3.94 × 10^−6^	2.522877	0.014275	−2.46869	0.007728

## Supplementary Materials

The following are available online, Figure S1: Workflow of integrated profiling, Figure S2: Experimental scheme and sample information, Figure S3: Histogram for percent methylation distribution, Figure S4: Histogram for the read coverage, Figure S5: Correlation plot between methylation and expression of candidate genes, Table S1: DMR list in OVA vs. Saline, Table S2: DMR list in DSE vs. OVA, Table S3: DMR list in anti-asthmatic patterns, Table S4: DAVID result in hyper/hypo pattern, Table S5: DAVID result in hypo/hyper pattern, Table S6: DAVID result in 18 candidate genes, Table S7: Network genes and chemicals associated with asthma.

How the deposited data were processed for this re-analysis (not part of the article)

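Methyl-seq libraries of lung DNA from 10 mice were analysed: 3 saline, 3 OVA-induced and 4 DSE-treated mice, the last named Herb in the sample labels and assigned to DSE because the paper describes no other herb. The authors prepared the libraries with the SureSelect Methyl-seq capture, trimmed reads with Cutadapt 1.13, mapped them to mm10 with Bismark 0.17.0 and summed the calls with methylKit 1.6.0. The deposited values are counts, without normalization: for each window of 1000 bp with a step of 500 bp, the number of CpG calls of each mouse and how many were methylated and unmethylated. The 446336 windows have at least 10 calls in every mouse, and 421759 have at least 20 in every mouse. No window lies beyond the end of a GRCm38 chromosome. The RNA-seq, histology and cell counts of the paper were not analysed here, nor were the windows of Table 1, Table S3 and the named genes that are missing from the windows analysed.

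Depth was 306656737 to 410836272 calls per mouse over all windows, and 153328794 to 205414739 when each position is counted in only 1 window. A window needed at least 20 calls in a mouse for that mouse to be used and at least 2 such mice per group to be tested. Percentages of a group are the pooled calls of its mice for the DMRs, and the mean and SD over mice where an SD is given, for which every mouse of the deposited windows was used. Wilson intervals are at the 95% level. Replicate mice were compared first. The chi-square of the calls per window averaged 2.65 to 3.76 between mice of a group, where 1 is expected from counting independent calls. No pair of libraries therefore held the same calls. Since several calls can come from 1 molecule, values above 1 can also arise without a difference between mice. The chi-square thus cannot tell the spread between mice from calls that are not independent.

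Main results came from a logistic model of methylated and unmethylated calls with a likelihood ratio test per window, Benjamini-Hochberg adjustment and the paper's thresholds of 0.01 and 10 percentage points, without its requirement of at least 2 CpGs; only the mice of the compared groups entered each fit. The p-values listed in the copies of Tables S1 and S2 used here, which hold 1998 windows each and so only part of the paper's lists, were recomputed from the coverages listed there and differed by a median of 0.00021 and 0.000162 on the log10 scale, without a term for overdispersion. The paper's text does not name this setting. The ratio of listed coverage to deposited calls had a median per mouse of 1 to 1.16 in OVA vs. saline. In DSE vs. OVA it was 1 to 1.26. The listed coverages therefore look scaled between mice, whereas the main test here uses unscaled calls. Adjusted p-values here are Benjamini-Hochberg values, while the listed q-values are those of methylKit. DMR patterns are windows past the thresholds in both comparisons with opposite signs. Features came from 45754 RefSeq transcripts of GRCm38. Principal components used the methylKit defaults, since the paper names no setting, and the groups were compared by an exact permutation over the 4200 assignments. Values of single measures were compared by exact permutation tests, two-sided, which cannot go below 0.1 for 3 mice against 3 or 0.0571 for 3 against 4.

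The tests were run on simulated calls for 20000 windows with 200 changed by 25 percentage points. With the spread between mice estimated from the data, the likelihood ratio test recovered 99.5% with 90 unchanged windows called, the F test 0%, limma 74% at an adjusted p of 0.01 with 0 unchanged windows called, and 93.5% at 0.05 with 1. With counting error alone these were 98%, 26%, 91% and 97.5%. The simulation gives all windows of a methylation level the same spread, which the data need not have. The counts shared between comparisons were set beside 20 simulated data sets in which no group differed and 20 with the same methylation for OVA-induced and DSE-treated mice. In the latter, that methylation was taken from the pooled calls of both groups, and the saline mice kept their own.

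Alternatives fixed before the data were examined were a minimum of 50 calls, no minimum, all mice covered, an F test with a scale factor for overdispersion, limma on M-values (log2 ratio of methylated to unmethylated calls with a pseudocount of 1, variances moderated over the windows), Storey q-values, unweighted group means, a difference of at least 20 percentage points, windows that do not overlap, autosomes only, a replicate block, other definitions of the features, other sets of windows for the principal components, and each mouse left out in turn. Calls scaled to the deepest mouse, the same with Storey q-values, limma at an adjusted p under 0.05, and the windows with at least 2 CpGs, a requirement of the paper that the main results leave out, were chosen after seeing the data. The windows named are all those of Table 1, the windows that Table S3 gives for the genes named at a KEGG pathway, and the 5 DMRs of each pattern with the largest sum of both differences among those in which every OVA-induced mouse lies outside all other mice; the first of each 5 are described. Promoters of 18 leukocyte, 12 epithelial and 10 endothelial genes were listed as markers before their methylation was looked at. The rule for the markers, that every OVA-induced and DSE-treated mouse lies beyond all saline mice in each list, was also set before; a looser rule, a mean shift above the largest SD of a group, was tried after the values were seen and is not the one used. Software was Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.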

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

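The counts over other groupings of the mice and the test on mitochondrial calls in this part were chosen after the result was seen; the tests on left-out saline mice and on marker promoters were not, although a looser rule for the marker promoters was tried after their values were seen.

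The paper does not report DSE vs. saline. In this comparison 21770 windows of 440215 were hyper methylated and 13506 hypo methylated, about as many as in OVA vs. saline. The mice did not overlap in 23.5% of all windows tested, where chance gives 5.71%. Of the 35 ways to split these 7 mice into 3 and 4, 1 gave as many DMRs, the real one; the next gave 21975. With the F test 0 windows passed, and 89877 had an unadjusted p under 0.05; limma at an adjusted p of 0.01 called 40 hyper and 38 hypo methylated DMRs. At the DMRs of OVA vs. saline, the DSE-treated mice lay mostly on the side of the OVA-induced mice: 58.7% of the hyper and 69.0% of the hypo methylated DMRs were also DMRs of the same sign in DSE vs. saline, together 62.3%.

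Because the saline mice are shared, part of this overlap arises without any effect, and in 20 simulated data sets without differences it was a median of 9.48%. In 20 with OVA-induced and DSE-treated mice at the same methylation, that of their pooled calls, it was 65.0% to 65.8%. These data sets gave a median of 45104 DMRs of OVA vs. saline and 45970 of DSE vs. saline, more than the 31891 and 35276 found. Their group differences are therefore too large for a direct comparison with 62.3%. When the DMRs of OVA vs. saline were chosen without one saline mouse and the DSE-treated mice were compared with that mouse, the median difference along the OVA change was 8.81, 9.51 and 11.1 percentage points for the 3 saline mice, where shared noise alone would give a value near 0. That is 84.1% to 85.9% of the shift of the OVA-induced mice, which took part in choosing the windows while the DSE-treated mice did not. For the DSE-treated mice, incomplete bisulfite conversion is argued against by the mitochondrial windows, which carry little methylation: the unconverted share changed by -0.164 percentage points in DSE vs. saline (exact permutation test, two-sided p = 0.114), while mean window methylation rose by 1.15. In OVA vs. saline the unconverted share changed by 0.0882 (exact permutation test, two-sided p = 0.6), in the direction of incomplete conversion but less than the rise of 1.14 in mean window methylation.

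A change in cell composition was tested with marker promoters and stays open. Over 16 leukocyte genes with promoter windows, mean methylation was 53.6% ± 1.53 (SD, n = 3) in saline, 45.5% ± 2.16 (n = 3) in OVA-induced and 46.0% ± 1.60 (n = 4) in DSE-treated mice, a change of -8.13 and -7.66 percentage points, and it was lower for 14 of the 16 genes in both groups. Promoters of 11 epithelial genes rose by 1.95 and 2.09 percentage points and those of 7 endothelial genes by 2.34 and 1.56. Every OVA-induced and DSE-treated mouse lay beyond all saline mice for the leukocyte and epithelial lists, but not for the endothelial list (exact permutation tests of saline against the other 7 mice, two-sided p = 0.0167, 0.0167 and 0.0333, where 0.0167 is the smallest possible). A larger share of leukocytes would lower the first list and raise the 2 others beyond the spread between mice. By the rule set first, no overlap of mice in any list, the overlap of the endothelial list leaves this undecided; by the looser rule tried afterwards, a mean shift above the largest SD of a group, all 3 lists meet it. More leukocytes in the lungs of both groups may therefore account for part of the DMRs, which the change of -8.13 percentage points does not settle. The paper reports more inflammatory cells in lung sections and lavage fluid of OVA-induced than of saline mice, and fewer after DSE treatment. The leukocyte promoters, at 45.5% in OVA-induced and 46.0% in DSE-treated mice, showed little of that second change. Lavage counts come from fluid and not from the tissue profiled here. Expression of these genes was not analysed here, and lung tissue holds all 3 kinds of cells. A response to OVA within the cells, which both groups received, was not tested apart from this and stays open as well.

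At the Errfi1 window, DSE replicate 1 had a methylation of 58.1%, far from the other DSE-treated mice at 67.4% to 69.1%; its gap to the nearest was 0.842 of the range of the group, beyond the 95% limit for 4 values. Of 30 values looked at in this way (8 measures over the genome and the 22 windows of Table 1), this was 1, and 1.5 are expected by chance. Without this mouse the pooled difference in DSE vs. OVA went from -11.3 to -8.05 percentage points, under the threshold of 10. Without OVA replicate 1 it was -8.88. In OVA vs. saline the difference went from 10.5 to 7.81 without saline replicate 3 and to 8.02 without OVA replicate 1. The call of this window in the pattern therefore rests on each of these mice. The value of DSE replicate 1 rests on 444 calls, the most of any mouse at this window. No biological explanation was tested.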

How the results depend on the processing

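Counts of DMRs depended mostly on how the spread between mice is treated; the cause of a change was not tested unless stated. In this part, pairs of values are hyper and then hypo methylated windows, and for the patterns hyper/hypo and then hypo/hyper.

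With the F test, 0 windows were called in OVA vs. saline, DSE vs. OVA and DSE vs. saline, in both patterns, in Table 1 and in every feature, while 65365, 31364 and 89877 windows had an unadjusted p under 0.05; on simulated calls this test recovered 0 of 200 changed windows. With limma at the adjusted p of 0.01 the counts were 0 and 2 in OVA vs. saline, 24 and 2 in DSE vs. OVA, 40 and 38 in DSE vs. saline, 0 and 2 for the patterns, and 0 in Table 1 (unadjusted p under 0.05 in both comparisons for 20 of the 22 windows). With limma at an adjusted p under 0.05, chosen after seeing these counts, they were 6251 and 4309, 596 and 215, 10853 and 7816, 33 and 38, and 0 in Table 1.

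With a difference of at least 20 percentage points, fewer windows can pass, and the counts in the same order were 1481 and 927, 618 and 463, 1470 and 1091, 90 and 64, and 1. Windows that do not overlap are fewer by construction and gave 10361 and 5577, 1981 and 1534, 10844 and 6711, 397 and 289, and 10. A minimum of 50 calls per mouse gave 10 windows in Table 1, a share of 21.9% of windows under 20% methylation and 22.7% over 80%, and 34.6% of the variance on the first component; the other counts stayed within 1.5 times. Assigned by the midpoint of the window, OVA vs. saline had 1205 and 777 promoter DMRs and 960 and 396 exon DMRs, and DSE vs. OVA had 142 hypo methylated promoter DMRs and 118 and 107 exon DMRs, since fewer windows then touch a promoter or an exon. Hyper methylated DMRs outnumbered hypo methylated ones in promoters under each definition of the features. Calls scaled to the deepest mouse with Storey q-values, chosen after seeing the data, gave 1300 hyper/hypo windows. The other counts of DMRs per comparison, of patterns and of Table 1 windows stayed within 1.5 times of the main values. With scaled calls alone, all counts of these kinds did.

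With one mouse left out, the counts ran from 17826 to 26855 and from 10157 to 12869 in OVA vs. saline, from 3524 to 4666 and from 2747 to 3787 in DSE vs. OVA, from 19756 to 25813 and from 12416 to 15059 in DSE vs. saline, from 672 to 1466 and from 497 to 778 for the patterns, and from 8 to 15 in Table 1. Without OVA replicate 1 there were 1466 hyper/hypo windows. Table 1 fell to 8 without saline replicate 3 or OVA replicate 3, to 9 without OVA replicate 1 and to 10 without OVA replicate 2. The first component held 29.6% to 34.8% of the variance and the pseudo-F was 2.09 to 2.54.

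The replicate numbers do not pair the mice: the deviations of mice with the same number from their group means had correlations of -0.0273 to 0.0785. The fit with the replicate block gave 20962 and 11279 windows in OVA vs. saline and 4373 and 3412 in DSE vs. OVA. It gave 873 and 599 for the patterns and 14 in Table 1. It moved no count of DMRs per comparison, patterns or Table 1 windows by over 1.5 times. Leaving out the windows with fewer than 2 CpGs, chosen after seeing the data, gave 20686 and 11148 in OVA vs. saline, 3921 and 3161 in DSE vs. OVA, 21738 and 13465 in DSE vs. saline, 827 and 544 for the patterns and 17 in Table 1. No minimum of calls, all mice covered, Storey q-values, unweighted means and autosomes only also kept every count of DMRs and patterns within 1.5 times of its value. Among the named windows no difference reversed with limma, the F test, the replicate block, unweighted means, the minimum of 50 calls or one mouse left out. They dropped below a threshold 122 times with limma, 123 times with the F test, 16 times with the replicate block, 4 times with unweighted means and 3 times with the minimum of 50 calls, under which only some of them could be tested, and 187 times with one mouse left out, while 666 of those comparisons stayed as they were and 18 newly passed.

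Depth also limits some of the named windows: in Table 1 the lowest count was 13 calls in a mouse and 4 of the 22 windows had a mouse under 20 calls, and at 20 calls a value of 50% has an interval from 29.9% to 70.1%.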

Differences from the paper's values

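The hyper/hypo pattern comprised 827 windows here, and the paper's count is 1252. Of the alternatives set before the data were examined, no minimum of calls (870), Storey q-values (1055), the replicate block (873) and the fits without saline replicate 1 (856), OVA replicate 1 (1466), OVA replicate 2 (1107), OVA replicate 3 (908), DSE replicate 2 (960) or DSE replicate 4 (950) came within 1.5 times of the paper's count. A minimum of 50 calls (665), all mice covered (767), unweighted means (806), autosomes only (799), windows that do not overlap (397), a difference of at least 20 percentage points (90), limma (0), the F test (0) and the other 4 fits with one mouse left out (672 to 826) did not. Calls scaled to the deepest mouse gave 1071, scaled calls with Storey q-values 1300, and windows with at least 2 CpGs 827, the last without closing the gap; all 3 were chosen after seeing the values.

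The first principal component held 32.0% of the variance here and about 20% in Fig. 2A, read by eye. Of the alternatives set before the data were examined, only the fit without saline replicate 2 (29.6%) came within 1.5 times of the paper's value. All windows centred only (32.0%), autosomes only (32.4%), windows that do not overlap (32.0%), a minimum of 50 calls (34.6%) and the other fits with one mouse left out (31.4% to 34.8%) did not.

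With scaled calls and Storey q-values, a setting chosen after seeing the values, the counts of 23279 and 12354 DMRs in OVA vs. saline, 4862 and 4402 in DSE vs. OVA, and 774 hypo/hyper windows lay close to the paper's 23154 and 12247, 4818 and 4379, and 743; the main setting gave 20724 and 11167, 3929 and 3171, and 546. Of the 22 windows of Table 1 analysed here, 17 passed both thresholds, 19 with scaled calls and all 22 with scaled calls and Storey q-values.

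The paper describes DMRs as lying in functional regions such as promoters and coding regions. Here promoters held 9.64% of the DMRs of OVA vs. saline and 19.4% of the windows tested, and exons 12.1% and 13.5%. In DSE vs. OVA the paper finds a difference between hyper and hypo methylated DMRs only in promoters; here the intergenic counts of 1567 and 1414 also differed (exact binomial test, two-sided p = 0.00536), with windows counted as independent. In Fig. 2D, read by eye, introns have about 1500 hyper and about 1600 hypo methylated DMRs in DSE vs. OVA, whereas here they had 1188 and 1156. Of the alternatives set before the data were examined, assignment by the midpoint of the window gave 1545 and 1434, near the paper's values in number but with more hyper than hypo methylated DMRs, and promoters from 2000 bp upstream to 500 bp downstream gave 1252 and 1165.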

Other observations

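In this part the counts over groupings for single comparisons, the regrouping of the OVA and DSE mice alone, the look at the KEGG tables and the counts per promoter window were chosen after the result was seen; the other tests were not.

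Of the 10 ways to split the 6 saline and OVA-induced mice into groups of 3, 1 gave as many DMRs as the 31891 found, the real one, and the next gave 7880; with 10 splits a share under 0.05 cannot be reached, so this count alone leaves luck in the grouping open. Other values argue against luck: at DMRs chosen without one saline mouse, the DSE-treated mice, which had no part in the choice, differed from that mouse by a median of at least 8.81 percentage points along the OVA change. For DSE vs. OVA, 1 of the 35 splits gave as many as 7100, again the real one, and the next gave 4717 with a median of 2348.5 over the other splits. So splits that do not follow the treatment also gave many windows past the thresholds.

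The number of pattern DMRs was not large against other groupings. With the saline mice kept and the 7 OVA and DSE mice regrouped into 3 and 4 in all 35 ways, 6 regroupings, the real one included, gave as many as the 1373 windows of both patterns; the others had a median of 680 and a largest count of 2082. Taken apart, 9 regroupings reached the 827 hyper/hypo and 4 the 546 hypo/hyper windows. Of 100 random groupings of all 10 mice, 32 reached 1373, but in 21 of these other groupings at least 2 saline mice were in the middle group, where the difference of saline from the rest gives the same kind of window. Regroupings with mostly DSE-treated mice in the middle group likewise carry the difference between DSE-treated and OVA-induced mice. They are not free of an effect of the treatment, and the count does not show which regroupings these were. A pattern of this kind may therefore arise for other choices of 3 mice, by the spread between mice, by differences between single mice or by this difference. The count alone does not set the real grouping apart.

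Whether noise of the OVA libraries, which both comparisons share, makes up the patterns could not be decided. Pattern DMRs chosen without one OVA-induced mouse had that mouse on the side of the other OVA-induced mice in 80.2%, 84.0% and 83.9% of the windows, but simulated data with the DSE-treated mice at the methylation of the OVA-induced mice gave 81.1% to 81.5%, because the choice also selects low values in the other groups, so by this share the explanations cannot be told apart. The benchmark first written for this test was 50%, which all 3 shares exceed; it was replaced by the simulated one before the shares were computed. The same simulations gave 273 to 327 hyper/hypo and 189 to 239 hypo/hyper windows, fewer than the 827 and 546 found; but they give all windows of a methylation level the same spread between mice, and whether this matches the real spread was not tested. They gave 1537 to 1674 DMRs of DSE vs. OVA, where the other splits of these mice gave at least 1531 with a median of 2348.5, which includes part of any real difference. A restoration by DSE stays open and was not tested apart from this.

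Promoter DMRs of DSE vs. OVA were mostly hyper methylated (74.9%), and the DSE libraries had another profile of capture: the median window held 54.6% of the mean number of calls in DSE-treated and 47.2% in OVA-induced mice (exact permutation test, two-sided p = 0.0571, the smallest possible). If the profile alone made the excess, hyper and hypo methylated DMRs would be about equal in number where the share of calls changed least. In that part of the promoter windows 115 DMRs were hyper and 24 hypo methylated, a share of 82.7% (95% Wilson interval 75.6% to 88.1%), against 73.8% in the other promoter windows, which argues against the profile as the whole cause. A part stays open, because DMRs were 0.490% of the windows there and 1.70% of the others, and the hyper methylated DMRs exceeded the hypo methylated ones by 0.321% and 0.808% of the windows. Whether an effect of DSE, a difference in cell composition or another difference between the libraries lies behind it was not tested.

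The excess of hyper over hypo methylated DMRs in OVA vs. saline was seen in all 4 groups of equal size of the windows by GC content, with hyper methylated shares of 59.7%, 63.0%, 66.6% and 73.0% from the lowest to the highest GC content. It grows with GC content but is above 50% in the lowest group (95% Wilson interval 58.6% to 60.7%), so GC content is not its whole cause; cell composition and a response to OVA stay open.

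In the paper's Table S4, the pathway with the smallest p-value, olfactory transduction, has 4 of its 389 genes in the list (1.03%), while all 151 pathways of the table together have 5.47%. Of the 10 pathways with the smallest p-values, 9 had a smaller share than this average, and together they had 3.12%. In Table S5 the corresponding shares were 2.34% for the 10 pathways, 7 of them below the average, and 2.92% for all 128. The small p-values of Table S4 may therefore belong to pathways with fewer pattern genes than average in the pathway, as 9 of the 10 were, in place of more; the genes that could have been in the list were not counted here, so no enrichment was computed.

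Table S3 lists 1995 windows, of which 1854 were analysed here, all with the same signs in both comparisons, and 1337 passed the thresholds in both. In 236 cases a mouse had under 20 calls, and Table S3 lists 0 for all 236, where the deposited counts give a median of 66.7%. Of the other 18304 values, 552 differed by more than 1 percentage point and 2 by more than 5.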
